A study of Homo sapiens with 14 samples. Its data were reported in "Molecular mapping of interstitial lung disease reveals a phenotypically distinct senescent basal epithelial cell population" (2021).

How the data were processed

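RNA sequencing counts were analysed for 14 libraries of primary human airway epithelial cells in 6 groups. Small airway epithelial cells (SAEC), purchased as primary cultures, were treated with DMSO (the solvent, n = 2), 500 nM doxorubicin (a topoisomerase inhibitor that damages DNA, n = 2), 100 µM H2O2 (an oxidant, here called H2O2 high, n = 2) or 50 µM H2O2 (H2O2 low, n = 2). Basal epithelial cells (BEC), isolated from lung tissue, were treated with DMSO (n = 3) or 250 nM doxorubicin (n = 3). Groups and doses were taken from the sample labels. The methods text of the study gives the H2O2 doses in another unit and a single doxorubicin dose, and the labels were used where these differ. Replicates were numbered in order of deposition, so the numbers pair no libraries across groups. The labels name no donor or cell lot. The study states that its biological replicates came from different lots, but which libraries share a lot is not known here. Any pairing by lot was therefore not modelled, and the p-values may not cover the spread between donors. The tables also held 6 further columns of per-sample values whose names match none of the 14 samples. They were not used here.

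The authors deposited raw read counts per gene, as whole numbers that were not normalized. Per the methods of the study, stranded total RNA libraries were sequenced as short single-end reads, aligned to GRCh38 with GSNAP through the HTSeqGenie wrapper, and only reads with a unique genomic alignment were kept. The methods name a GENCODE gene model, while the rows of the deposited counts are NCBI gene IDs, so the model used for counting is not certain. Keeping unique alignments lowers the counts of genes with near-identical copies, such as histone genes. Each library was deposited in a file of its own and in a table of the whole series, and the counts were equal in 14 of 14 comparisons. Of 30727 gene IDs, 27814 (90.5%) were given a symbol from the NCBI RefSeq annotation of GRCh38.p14, from which coordinates were also taken. Total counts ranged from 24951156 to 31348747 per library. A count of 3 was taken as the floor, and folds against a group whose libraries all lie at or under it are given as lower bounds. Counts of reads without molecular identifiers are not independent molecules, so floors cover counting error only.

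Differential expression was computed with limma 3.58.1 on voom weights, as in the methods of the study, after TMM normalization and the default expression filter of edgeR 4.0.16 by group, in R 4.3.3. All 14 libraries entered one fit with 6 group means, which left 8 residual degrees of freedom. A gene was called where its Benjamini-Hochberg adjusted p was at or below 0.05 and its fold change was at least 2 in either direction. All adjusted p-values for single genes are from this limma fit, and those for gene lists are from camera unless fry is named. Levels are CPM, read counts scaled to a common library size after TMM normalization, given as mean ± SD. Libraries of a group were compared before averaging, and the chi-square per degree of freedom over genes was between 2.04 and 7.08 in every pair, so no pair was within sampling noise. The fit was tested on simulated counts for 17164 genes with 200 genes changed 4-fold in the doxorubicin groups, of which 99.5% were called in SAEC and 100% in BEC, with 2 and 1 false calls.

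Comparisons between models used Spearman correlation across genes, which are not independent replicates, so no p-value is given. Doxorubicin and H2O2 high share their DMSO libraries, and 100 simulations of unchanged groups against those controls gave the correlation that sharing produces where neither group changed. A further 100 simulations, added after the data were examined, kept the fitted H2O2 high means and set H2O2 low to the DMSO means. Genes raised in all 3 models were those with a fold change of at least 2, a Bonferroni-corrected p at or below 0.05 and a mean log2 CPM of at least 1. The genes over which the expected overlap was computed were chosen after the data were examined. Gene lists were tested with camera at a preset inter-gene correlation of 0.01 in 4 contrasts against DMSO, with Benjamini-Hochberg adjustment over 44 tests, and with fry beside it. The 11 lists were squamous differentiation, SASP (senescence-associated secretory phenotype), proliferation, p53 targets, replication-dependent histones, interferon response, NRF2 targets, basal cell, mitochondrially encoded genes, and the epithelial and fibroblast senescence signatures of the study. Marker lists of fibroblasts, A549 cells, endothelial cells and leukocytes were added after the results were seen, before those genes were looked at. The epithelial signature was chosen in part on these libraries and is not independent evidence. The squamous list holds the genes of the study's own squamous differentiation signature. Most of them are also in the epithelial signature, so the same limit applies to it in part. Between 93.8% and 100% of the members of each list matched a gene ID.

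The genes considered by name were 18 markers, which apart from CDKN1A are named in the study and of which 1 enters the counts and is not reported here on its own, and, for doxorubicin and H2O2 high in SAEC and doxorubicin in BEC, the 3 highest and 3 lowest fold changes among called genes with mean log2 CPM of at least 1 and no overlap between treated and control libraries. Groups, tests, gene lists, alternatives and this rule were fixed before the data were examined. The alternatives were edgeR's quasi-likelihood test, DESeq2 1.42.0, other size factors, other expression filters, other sets of libraries in the fit, sample weights, other thresholds, other correlation measures, other list tests and leaving out each replicate in turn. No sequencing batch is given in the labels. Cell type, doxorubicin dose and source differ together, so a difference between BEC and SAEC cannot be assigned to any of them.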

Results

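Gene expression was measured by RNA sequencing in 14 libraries from 2 kinds of primary airway epithelial culture, SAEC (8 libraries) and BEC (6 libraries), to describe cells driven into senescence, a lasting arrest of division. SAEC DMSO libraries held 25092992 and 26914337 counts, and doxorubicin libraries held 29033606 and 24951156. H2O2 high libraries held 31348747 and 28152495 counts, and H2O2 low libraries held 26057644 and 27863464. BEC libraries held between 25444370 and 28960979 counts. After filtering, 17164 genes were tested. Spearman correlations of expression between libraries of one group ranged from 0.996 to 0.997 over 10 pairs, against 0.939 to 0.996 between groups of one cell type. The first principal component carried 50.3% of the variance and the second 24%.

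The first question was how doxorubicin changed SAEC. Against DMSO, 4541 genes were called, 2647 higher and 1894 lower. Of the alternatives, dropping the fold-change minimum moved this count most, to 12090 genes. Scaling by library totals alone shifted the median of all genes by -0.22 (log2) and changed the share of called genes that were higher from 58.3% to 43%. Among the largest increases, RPTN (chromosome 1, 152153595 to 152159228, GRCh38.p14) rose from 0.105 ± 0.0448 CPM (SD, n = 2) to 19.7 ± 2.96 CPM (SD, n = 2), a log2 fold change of 7.36 (SE 0.69, adjusted p 3.59e-10). CYP24A1 and CYP4B1 rose by 7.27 and 7.01. The 3 largest decreases by fitted fold were PRSS2 (chromosome 7, 142770970 to 142774560), PRSS3P2 and the unnamed gene ID 102725325. PRSS2 was at least 171-fold lower. These 3 had nearly the same counts in every group, as genes with shared reads would, and are reported as uncertain and as a single change at most. Folds for them are lower bounds because the treated libraries lay at the floor. LINC02806 fell 305-fold (log2 -8.25, SE 0.37, adjusted p 7.16e-17), which is above these bounds, so their rank is not settled. EPCAM fell by 4.04 (SE 0.13, adjusted p 8.18e-20), from 108 ± 3.74 to 6.58 ± 0.649 CPM (SD, n = 2 each).

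**Figure D1:**
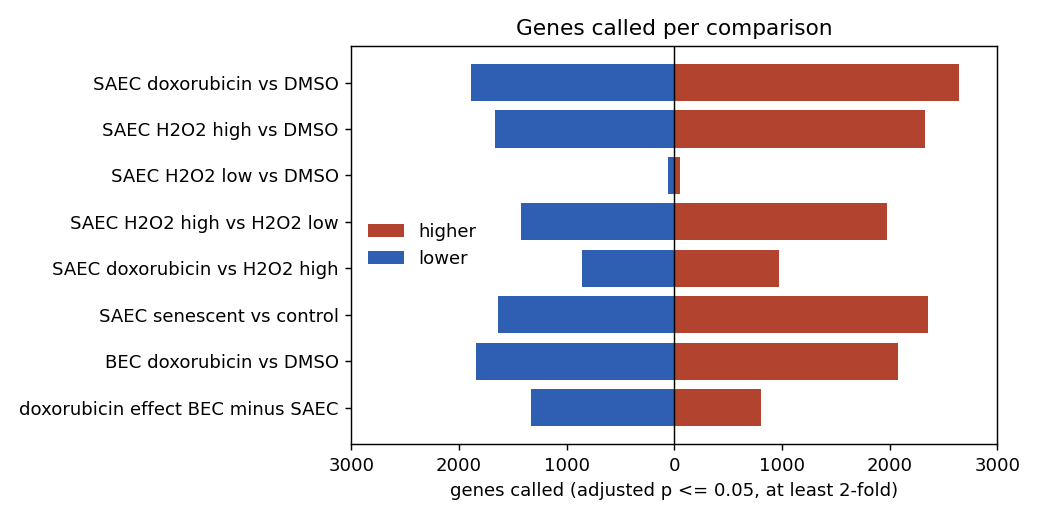
Number of genes called in each comparison (x axis, genes; bars to the right higher, bars to the left lower in the first-named group). SAEC doxorubicin gave 4541 genes and SAEC H2O2 low gave 107.

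H2O2 high, the oxidant dose used to induce senescence, gave 3992 called genes against DMSO, 2328 higher and 1664 lower. H2O2 low, used in the study as a non-senescent control, gave 107 genes, 48 higher and 59 lower. The count at H2O2 low depended on the test, with 46 genes under DESeq2 and 63 with sample quality weights. The share of higher calls was 44.9%, or 58.7% under DESeq2, 60.6% with mean CPM of at least 1 and 28.6% with sample quality weights, so the balance of higher and lower calls was not settled. Of the 3992 genes called at H2O2 high, 3023 (75.7%) moved in the same direction at H2O2 low, with a median signed change of 0.22 (log2) against 1.64 in size at the high dose. Both contrasts use the same DMSO libraries. In 100 simulations of an unchanged low dose against shared controls, the share averaged 54.3% (range 52.5 to 56.6). Across genes the Spearman correlation of the changes at both doses was 0.43, against a simulated mean of 0.09. These simulations gave each gene the same dispersion in every group. The SAEC DMSO pair differed most of all replicate pairs (chi-square per degree of freedom 7.08), so noise in the shared controls may be understated. H2O2 low also correlated by 0.40 with doxorubicin, without the proliferation list. The shared direction is thus not specific to H2O2 and may in part come from the DMSO libraries. The direct comparison of the doses called 3403 genes, 1974 higher and 1429 lower at the high dose. Under library totals the share of higher calls moved from 58.3% to 42.7% for H2O2 high against DMSO, and from 58% to 42.9% for the high against the low dose, with shifts of the median of all genes of -0.23 and -0.19. The largest increases at H2O2 high were ZBED2 (7.88, SE 0.50, adjusted p 1.73e-13), DLGAP5 (at least 131-fold higher) and CYP24A1 (6.53). The 3 largest decreases by fitted fold were the same PRSS2, PRSS3P2 and 102725325, with PRSS2 at least 190-fold lower.

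MKI67, which encodes the proliferation marker Ki-67 (chromosome 10, 128096659 to 128126423), moved in opposite directions under the 2 inducers. It was 0.876 ± 0.207 CPM in SAEC DMSO and 0.608 ± 0.0943 CPM in H2O2 low, 0.222 ± 0.0501 CPM under doxorubicin and 43.9 ± 8.06 CPM in H2O2 high (SD, n = 2 each). The log2 fold change against DMSO was -1.90 (SE 0.65, adjusted p 0.0117) for doxorubicin and 5.62 (SE 0.33, adjusted p 3.2e-14) for H2O2 high, and the direct comparison gave -7.52 (SE 0.57, adjusted p 2.33e-11). Both H2O2 high libraries, at 49.6 and 38.2 CPM, were above every other library. The doxorubicin libraries held 5 and 6 counts of MKI67, so that decrease rests on few counts. Across all genes tested, doxorubicin and H2O2 high differed in 1834 genes, 974 higher and 860 lower under doxorubicin.

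**Figure D2:**
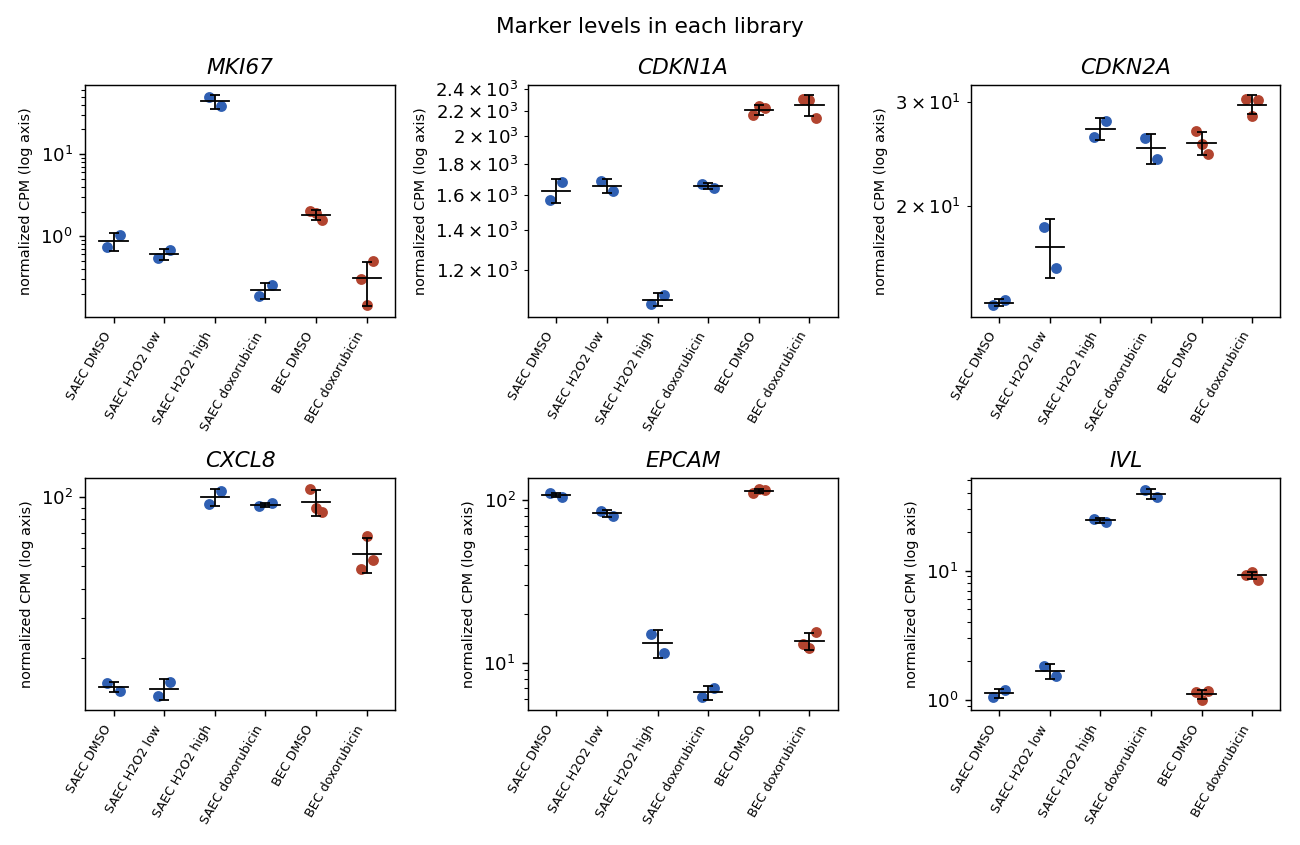
Normalized CPM (log axis) of 6 markers in each library (points, blue SAEC and red BEC), with group mean (line) and SD (bars). MKI67 stands at 49.6 and 38.2 CPM in the H2O2 high libraries.

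The study pooled doxorubicin and H2O2 high as senescent and DMSO and H2O2 low as control cultures. This contrast called 3992 genes, 2355 higher and 1637 lower. Library totals moved the share of higher calls from 59% to 44.8% and the median of all genes by -0.21. All 18 markers passed the adjusted p threshold, both over all genes and adjusted over the list alone. Some of these markers were described in the study on cultures under these treatments and others on other cells or tissue, so the list is in part not independent evidence. CDKN2A, which encodes the cell cycle inhibitor p16 (chromosome 9, 21967752 to 21995324), was 1.7-fold higher (log2 0.76, SE 0.06, adjusted p 1.68e-11). CDKN1A, which encodes p21, was lower by this contrast (-0.30, SE 0.03, adjusted p 4.83e-10). Its change under doxorubicin alone was 0.03 (SE 0.04, adjusted p 0.523), within the error. Its sign changed under library totals (-0.20) and without SAEC DMSO replicate 1 (-0.02). The decrease came from H2O2 high, at 1070 ± 27.7 against 1620 ± 76.1 CPM in DMSO (SD, n = 2 each). The pooled value for MKI67 was 2.12 (SE 0.38), the mean of changes that go opposite ways. The secreted factors CSF2, IL6 and CXCL8 were higher by 4.92, 3.23 and 2.70. The squamous genes IVL and LY6D were higher by 4.49 and 3.76. KRT5, KRT14, KRT6A, SERPINB3, SERPINB5 and CLCA2 were higher by 0.95 to 2.22. KRT17 rose by 0.19, less than the shift of all genes under library totals, where it changed by -0.02. PCNA fell by 0.19 (SE 0.04, adjusted p 4.18e-05).

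In BEC, doxorubicin called 3923 genes against DMSO, 2077 higher and 1846 lower. Under library totals the share of higher calls was 47.7%, against 52.9%. The largest increases were CDH6 (7.33, SE 0.68, adjusted p 2.78e-10), PSG5 (6.39) and CRTAC1 (6.21). The largest decreases were IL1RL1 (-8.81, SE 0.19, adjusted p 9.94e-24), IL13RA2 (-7.50) and LINC02806 (-7.47). MKI67 fell by 2.61 (SE 0.46, adjusted p 1.31e-05). CDKN2A rose by 0.21 (SE 0.06, adjusted p 0.00353), below the 2-fold minimum. Under library totals it rose by 0.14 and lost its place past the adjusted p threshold. CDKN1A changed by 0.02 (SE 0.03, adjusted p 0.524), or -0.05 under library totals. CXCL8 fell by 0.75 (SE 0.08, adjusted p 8.52e-09), from 94.9 ± 12.1 to 56.7 ± 9.75 CPM (SD, n = 3 each), while it rose by 2.63 in SAEC. Of the 18 markers, 17 passed the threshold in BEC over all genes, and 17 adjusted over the list alone. The test of the difference in doxorubicin effect between BEC and SAEC called 2136 genes, 800 with the higher value in BEC and 1336 with the lower. Scaling by library totals moved the share of higher calls in this test from 37.5% to 52.3% and the median of all genes to 0.12. Dose differed between the cell types.

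The fold changes of the models were compared across 17164 genes. The Spearman correlation was 0.79 between SAEC doxorubicin and SAEC H2O2 high, against a mean of 0.43 (range 0.42 to 0.46) for unchanged groups simulated with the same shared controls. That simulated value holds where neither group changed, so it is not the part of 0.79 due to sharing. With a separate DMSO library for each contrast, the correlation in the data was 0.74. Correlations of models without shared libraries were 0.69 for SAEC and BEC doxorubicin and 0.52 for SAEC H2O2 high and BEC doxorubicin. Testing every gene with a count moved these most, to 0.56 and 0.41. Among 2795 genes called under both SAEC inducers, 2739 (98%) moved in the same direction. Genes raised in all 3 models numbered 467. Over the 12426 genes that could pass the expression minimum in each contrast, 69.8 would be shared if genes raised in BEC, which has no library in common with SAEC, were independent of those raised under both SAEC inducers. Of the 467, 203 were among the 223 tested genes of the epithelial signature of the study.

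**Figure D3:**
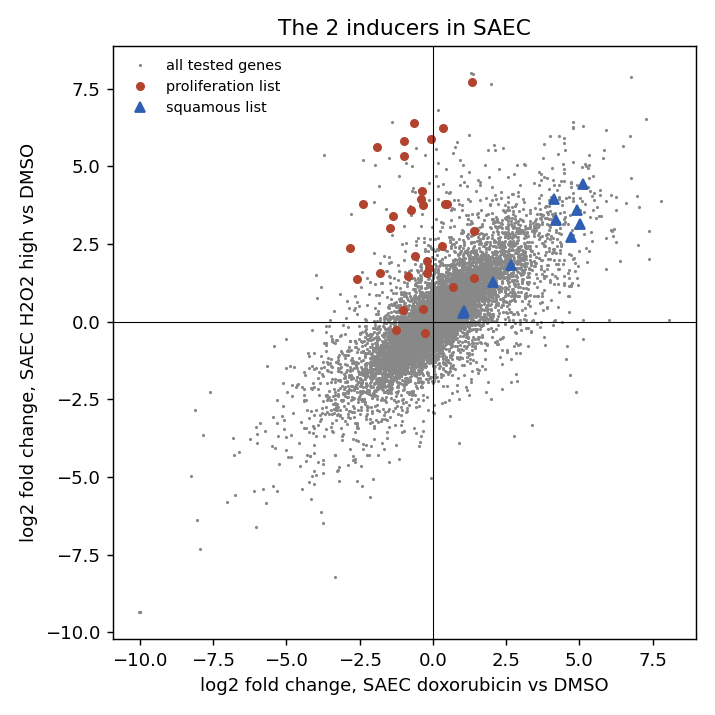
Log2 fold change of each tested gene in SAEC under doxorubicin (x axis) and H2O2 high (y axis), each against DMSO, with the proliferation list in red and the squamous list in blue. The correlation over all genes was 0.79, and 28 of 32 proliferation genes were called higher under H2O2 high.

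Of 44 list tests, 31 passed an adjusted p of 0.05 with camera. With an estimated correlation 17 did, and with fry 34. The squamous list rose in all 4 contrasts, with a median of 4.16 (log2) under SAEC doxorubicin, 2.94 at H2O2 high, 0.50 at H2O2 low and 2.39 in BEC. These held under fry and under an estimated correlation. The 10 genes of the list are those of the study's squamous differentiation signature, and 8 are also in the epithelial signature. That signature was chosen in part on these libraries, so the squamous rise is in part not independent evidence. The epithelial signature itself rose by a median of 2.42, 1.73, 0.38 and 1.83. The proliferation list rose at H2O2 high, with a median of 2.96 (camera adjusted p 1.21e-10, fry 7.93e-07, 0.153 with an estimated correlation) and 28 of 32 members called higher. Its medians of -0.40 under SAEC doxorubicin (adjusted p 0.0848) and -0.32 in BEC (adjusted p 0.446) did not pass. Of the 32 members, 9 were called lower and 2 higher in SAEC, and 10 lower and 2 higher in BEC. Members such as AURKB (0.107 CPM) and BIRC5 (0.124 CPM) were already low in SAEC DMSO, which leaves little room to measure a fall. With no filter the SAEC median was again -0.40 and passed, at an adjusted p of 0.033, in a range up to 0.709 over the alternatives. In the direct comparison of doxorubicin with H2O2 high its median was -3.67 (adjusted p 2.33e-22). The SASP list rose under SAEC doxorubicin (0.73, not past the threshold with an estimated correlation) and H2O2 high (1.83, past it with one). It also passed at H2O2 low (0.14, adjusted p 0.00583, or 0.241 with an estimated correlation). The SASP list did not pass in BEC (-0.47, adjusted p 0.489). The difference between the cell types under doxorubicin had a median of -0.96 (adjusted p 1.41e-07).

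The p53 target list rose in BEC (0.39, adjusted p 0.000928), fell at H2O2 high (-0.34, adjusted p 0.0275, not past the threshold with an estimated correlation) and did not pass with camera under SAEC doxorubicin (0.06, adjusted p 0.311), where its median was -0.17 under library totals. It passed there with fry (adjusted p 4.02e-08), with 16 of its 30 genes higher. Over the other alternatives its adjusted p was between 0.0707 and 0.423. NRF2 targets fell under doxorubicin in SAEC (-0.80) and BEC (-1.35), also with an estimated correlation. At H2O2 low they rose by 0.11 (adjusted p 0.0134, or 0.0615 with an estimated correlation). At H2O2 high their median of -0.04 did not pass with camera (adjusted p 0.167) but did with fry (adjusted p 5.14e-07). The basal cell list rose under SAEC doxorubicin (1.55), H2O2 high (1.35) and in BEC (0.49, not past the threshold with an estimated correlation). It also rose at H2O2 low (0.47, adjusted p 3.15e-17, or 0.00112 with an estimated correlation), with 13 of 14 genes higher. The interferon response list rose under doxorubicin in SAEC (1.54, adjusted p 0.0165) and BEC (1.20, adjusted p 7.05e-05), and neither passed with an estimated correlation. Mitochondrially encoded genes rose by a median of 0.61 in SAEC and 0.50 in BEC under doxorubicin, again not with an estimated correlation. At H2O2 high their median was 0.22, or -0.01 under library totals. Of the histone list, 7 genes were tested, each under 1 CPM in SAEC DMSO, and 1 of them passes the filter on the DMSO libraries alone. Most thus entered the test through counts in treated groups, which favours genes that rose. These 7 had medians under doxorubicin of 3.18 in SAEC and 2.51 in BEC, or 2.77 and 2.40 with genes at the floor set to their bound, and neither passed with an estimated correlation. With no filter, the histone medians were 1.22 in SAEC, still past the threshold, and 0.50 in BEC, not past it (adjusted p 0.113). The fibroblast signature rose by 0.60 in SAEC and 0.67 in BEC under doxorubicin and did not pass at H2O2 high (0.04, adjusted p 0.968), where its median was -0.19 under library totals.

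**Figure D4:**
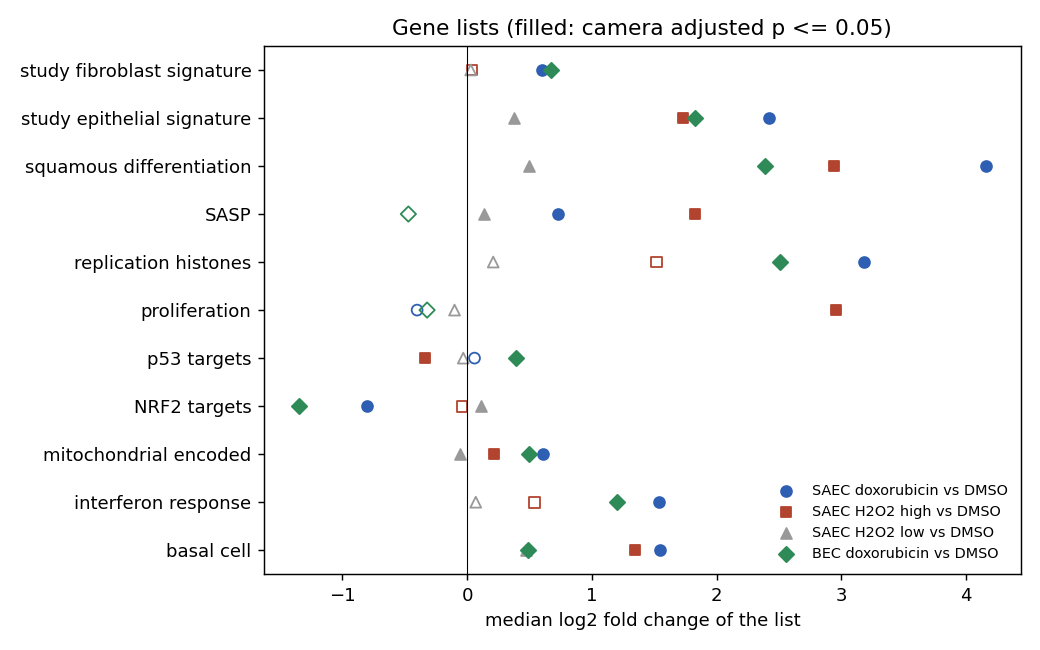
Median log2 fold change (x axis) of each gene list in 4 contrasts against DMSO, with filled symbols where the camera adjusted p was at or below 0.05. The proliferation list stands at 2.96 for H2O2 high and below 0 in the other 3 contrasts.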

Values the study reported

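The study reported a Spearman correlation of 0.731 between the changes induced in SAEC by doxorubicin and by H2O2. For doxorubicin in SAEC and in BEC it gave a correlation of 0.578. It gave a 1.71-fold rise of CDKN2A expression in senescent SAEC over their controls. Its consensus signature, from 4 epithelial data sets, held 228 genes.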

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

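The tests of scaling and of dose in this part were chosen after the results were seen. For 24 of the 32 named genes, the test of the difference in doxorubicin effect between BEC and SAEC passed a limma adjusted p of 0.05, which is what singled them out here. Negative values mean a lower log2 fold change in BEC. Among the secreted factors the differences were -2.19 for CSF2, -2.84 for IL6 and -3.38 for CXCL8. For the cell cycle genes CDKN2A and PCNA they were -0.65 and 1.0. The keratins gave -0.80 (KRT5), -0.93 (KRT14), -0.22 (KRT17) and -0.39 (KRT6A). The other markers gave 0.97 (EPCAM), -2.07 (IVL), -0.52 (SERPINB3), -0.23 (SERPINB5) and -0.19 (CLCA2). Among the genes with the largest changes, the differences were -2.73 (RPTN), -3.78 (CYP24A1), -1.79 (CYP4B1), -4.60 (ZBED2), -3.75 (IL13RA2) and -3.89 (IL1RL1). NCBI_102725325 and PRSS3P2 both gave 7.74 and PRSS2 gave 7.80. Treated libraries of these 3 lie at the floor in both cell types, so their difference reflects the level in the controls and has no bound of its own.

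CXCL8 and PCNA moved in opposite directions in the cell types, CXCL8 up in SAEC and down in BEC and PCNA the reverse. The CXCL8 level in BEC DMSO, 94.9 CPM, was already near that of doxorubicin-treated SAEC, 92.8 CPM. BEC DMSO exceeded SAEC DMSO in CSF2 (6.89 against 0.226 CPM), IL6 (22.2 against 3.77), CYP24A1 (2.67 against 0.159) and ZBED2 (14.9 against 0.25). After doxorubicin, BEC held more CSF2 (29.2 against 4.52 CPM), CYP24A1 (30.1 against 26.9) and ZBED2 (67.6 against 26.1), and less IL6 (34.9 against 42.2). For these, a smaller fold change in BEC goes with higher controls. IVL controls were alike (1.1 and 1.13 CPM). Scaling of the libraries may account for the small differences. Under median-of-ratios factors and under library totals, 21 of the 24 kept their sign and their side of the threshold. The exceptions under totals were KRT17, SERPINB5 and CLCA2. The cell types had 0 doxorubicin doses in common, and source differs with them too, so dose, donor and cell type cannot be told apart for these 24 genes.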

How the results depend on the processing

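Results were recomputed under each alternative, with a single choice changed each time. Calls depended most on the thresholds. With no fold-change minimum, the counts were 12090 (SAEC doxorubicin), 11576 (H2O2 high), 2844 (H2O2 low), 11006 (high against low dose), 7903 (doxorubicin against H2O2 high), 13011 (senescent against control), 12361 (BEC doxorubicin) and 8222 (difference between cell types). With Bonferroni correction they were 2776, 2413, 16, 1916, 944, 2629, 2566 and 889 in the same order. Both follow from a looser or a stricter threshold. Requiring a mean CPM of at least 1, which tests fewer genes, gave 1208 genes for doxorubicin against H2O2 high, 2621 for senescent against control and 66 for H2O2 low. The H2O2 low count was also 46 under DESeq2, 183 with no filter and 63 with sample quality weights, and the cause was not tested. The other counts of called genes stayed within 1.5 times under the other alternatives run.

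Across fits that each left out a single replicate, counts ranged from 4533 to 4547 (SAEC doxorubicin), 3983 to 4004 (H2O2 high), 98 to 111 (H2O2 low), 3394 to 3421 (high against low dose), 1817 to 1849 (doxorubicin against H2O2 high), 3901 to 4001 (senescent against control), 3824 to 3946 (BEC doxorubicin) and 2031 to 2154 (difference between cell types). For senescent against control and BEC doxorubicin, each of the 14 libraries was left out in turn. For the other contrasts, 10 fits were used, without those that leave a single library in a compared group. Leaving out a library of the compared groups, between 94% and 95.4% of the 4541 genes called under SAEC doxorubicin still changed at least 2-fold. Each kept its direction. The share was 93.8% to 95.5% for H2O2 high, 86% to 90.7% for H2O2 low and 93.2% to 94.9% for the high against the low dose. For doxorubicin against H2O2 high it was 91.2% to 94.6%. At lowest, 3990 of 3992 genes kept their direction at H2O2 high, and 1833 of 1834 for doxorubicin against H2O2 high.

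The correlation of SAEC doxorubicin with H2O2 high was 0.72 with no filter, 0.82 with mean CPM of at least 1, 0.76 by Pearson, 0.83 over genes with mean log2 CPM of at least 1, 0.74 with separate DMSO libraries and 0.73 with H2O2 low as the control of H2O2 high. For SAEC and BEC doxorubicin it was 0.56, 0.73, 0.72 and 0.73 under the first 4 of these and 0.71 with each cell type fitted on its own. For H2O2 high and BEC doxorubicin it was 0.41, 0.56, 0.48, 0.58 and 0.55 in the same order. The filter changes which genes enter, and the cause of the other moves was not tested. Leaving out a replicate gave 0.77 to 0.79, 0.67 to 0.69 and 0.50 to 0.52. Genes raised in all 3 models ranged from 359 (library totals) to 513 (no expression minimum). Lists past the threshold numbered 17 with an estimated correlation and 34 with fry, and 30 to 31 when a BEC replicate was left out.

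Library totals reversed the median of p53 targets under SAEC doxorubicin (-0.17), of mitochondrially encoded genes (-0.01) and the fibroblast signature (-0.19) at H2O2 high, and of the fibroblast signature at H2O2 low (-0.01). They also reversed CDKN1A under doxorubicin in SAEC (-0.20) and BEC (-0.05) and KRT17 in senescent against control SAEC (-0.02). Totals shift all SAEC genes of these contrasts down, which accounts for these signs where the shift exceeds the change. With no filter the histone median at H2O2 low was -0.02 and that under BEC doxorubicin was 0.50 (camera adjusted p 0.113), as further genes enter the list. CDKN1A under SAEC doxorubicin ranged from -0.02 without SAEC DMSO replicate 1 to 0.08 without replicate 2. Of the 31 list medians past the threshold, 14 lost their place under at least 1 of the alternatives that kept every library, and 5 others gained one. For named genes, 2 results lost theirs, both under library totals: CDKN2A under BEC doxorubicin (0.14) and KRT17 at H2O2 high (0.00). Of leave-one-out fits, 2 lost it for the histone list under SAEC doxorubicin. Genes under the floor of 3 counts have no fold that can be measured.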

Other observations

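In this part, the tests of carryover, swapped labels, scaling and single libraries were chosen after the results were seen, as were the tests on markers of other cell types that are low in SAEC DMSO and the limits by which they were read. Proliferation genes were high in both libraries labelled H2O2 high and in no other group, although the study described less Ki-67 protein in senescent cultures. The list medians against SAEC DMSO were 2.96 and 2.65 (log2) in the 2 libraries, so a single library is not the source. Carryover from another library analysed here is argued against by 28 of the 32 genes being higher in both H2O2 high libraries than in each of the other 12. The squamous list, with a median of 2.94 in these libraries against DMSO, goes against a swap of both with SAEC DMSO or H2O2 low. This is limited evidence, since 8 of its 10 genes are in the epithelial signature, chosen in part on libraries with these labels. A swap of a single library, or with BEC groups of 3, would leave unlike libraries in a group. The highest Spearman correlation of an H2O2 high library with a library of another group was 0.977, below the lowest within a group, 0.996. A swap of both libraries with both SAEC doxorubicin libraries was tested without the proliferation list. The changes in BEC doxorubicin correlated more with those of SAEC libraries labelled doxorubicin (Spearman 0.69, 0.67 to 0.69 when a library was left out) than with those labelled H2O2 high (0.52, 0.50 to 0.52), which goes against the swap if a drug acts alike in both cell types. H2O2 low correlated by 0.43 (0.38 to 0.47) with H2O2 high and by 0.40 (0.36 to 0.43) with doxorubicin, and these ranges overlap. The first comparison thus goes against this swap without excluding it, since dose and cell type differ there. The second does not part the groups, so the swap stays open. Scaling is argued against by a list median of 2.73 under library totals. PCNA fell by 0.38 at H2O2 high, so the rise does not cover every proliferation gene.

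RNA from cells of another kind is a candidate source. The fibroblast list of 12 genes rose by a median of 2.65 at H2O2 high, with 10 genes called higher (camera adjusted p 0.000394), which is the outcome that fibroblast RNA predicts. A second test, run alike for each of the 4 marker lists, took the markers under 1 CPM in SAEC DMSO, whose baseline hides no share of other cells, and set them against MKI67 at 43.9 CPM. It argues against fibroblasts as the source of the proliferation signal, since the 8 such markers, COL1A2, COL3A1, LUM and DCN among them, reached at most 5.12 CPM at H2O2 high. The fitted changes of these 8 were all upward, from 1.05 (DCN) to 5.52 (THY1) on the log2 scale, which goes with fibroblast RNA. SAEC DMSO held COL6A3, LUM, PDGFRB and THY1 at 0.0353 CPM or less, under the floor, so the size of their folds is not measured. LUM was also under the floor at H2O2 high, at 0.0552 CPM, so no rise of it can be measured. Of the 8, COL6A3 (limma adjusted p 0.0669) and LUM (0.416) did not pass the threshold. COL1A1 (354 CPM), POSTN (432 CPM) and COL5A2 (240 CPM) do go with the explanation, although SAEC DMSO already held them at 68.2, 46 and 42.5 CPM. The fibroblast list also rose by 2.06 under doxorubicin, where the proliferation list had a median of -0.40. SAEC DMSO expressed 4 of the 12 fibroblast markers at 1 CPM or more.

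The list for A549, a lung carcinoma cell line, had a median of 0.32 (camera adjusted p 0.771). Its members went both ways, with CPS1 higher by 1.01 and AKR1B10 by 0.86 on the log2 scale and ALDH1A1 and AKR1C2 at -1.75 each. The 4 markers under 1 CPM in SAEC DMSO argue against A549 RNA, with CES1 at 0.404 CPM the highest and the fibrinogen gene FGA at 0.057 CPM. ALDH1A1 fell from 16.7 to 4.95 CPM. Of its 11 genes 8 were tested, and SAEC DMSO expressed 7 at 1 CPM or more. The endothelial list had a median of 2.0 over 4 tested genes, with camera adjusted p 0.389 and fry 0.00227. Its 8 markers were each under 1 CPM in SAEC DMSO and reached at most 0.623 CPM, which argues against endothelial RNA. The leukocyte list had a median of 0.70 (camera adjusted p 0.371, fry 2.13e-06), with CD68 at 59.3 CPM and LAPTM5 at 14.1 CPM. The 5 markers under 1 CPM in SAEC DMSO reached at most 0.147 CPM, for PTPRC, which argues against leukocyte RNA. SAEC DMSO expressed 0 of the 8 endothelial and 3 of the 8 leukocyte markers at 1 CPM or more. LAPTM5, which rose by 3.26 (limma adjusted p 6.99e-13), does go with leukocytes. It stays open that some cells re-entered the cycle after the oxidant, which may be tested in other cultures, or that the signal came from libraries or cultures not analysed here. SAEC DMSO held 0.876 CPM of MKI67, so the controls themselves were low in this marker. The pooled senescent against control value of MKI67 averages opposite directions.

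Other splits of the libraries were refitted within each cell type as 2 group means. For SAEC, 1 of the 35 splits of the 8 libraries into 4 and 4, the real one, called as many genes as the real one, 3509. For BEC, 1 of the 10 splits of the 6 libraries, again the real one, called 3914. The highest count of any other split was 0 in both cell types. With 10 splits a share below 0.1 cannot be reached, so the BEC test does not decide.

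Fewer cells in S phase would lower replication-dependent histone genes. The rise of the 7 genes tested does not decide, since 1 of them passes the filter on the DMSO libraries alone. With no filter, further histone genes near the floor enter. The medians were then 1.22 in SAEC, still past the threshold, and 0.50 in BEC, not past it (camera adjusted p 0.113). The SAEC rise does not decide either, since genes near the floor enter it and the counts keep only unique alignments. Fewer cells in S phase therefore stays open. A loss of mitochondrial transcripts under doxorubicin is argued against by a median of 0.61 in SAEC. Lower expression of long genes, which topoisomerase inhibition could cause, is argued against by Spearman correlations of log2 fold change with gene span of 0.11 in SAEC and 0.08 in BEC under doxorubicin, over 14339 protein-coding genes. H2O2 high gave 0.08. The hypothesis that DNA damage raises interferon-response genes is consistent with the medians of 1.54 in SAEC and 1.20 in BEC under doxorubicin. It stays a hypothesis, since neither passed with an estimated correlation between genes, at camera adjusted p of 0.243 and 0.0901, and edgeR's fit gave 0.0575 in SAEC.

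Genes raised in all 3 models numbered 467 here. That is higher than the number quoted from the study above, which drew on a further data set not analysed here.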
